A study of Rattus norvegicus and synthetic construct with 4 samples. Its data were reported in "Using a modular massively parallel reporter assay to discover context-dependent regulatory activity in type 2 diabetes-linked noncoding regions" (2026).

How the data were processed

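A massively parallel reporter assay (MPRA) measures the regulatory activity of many DNA fragments at once. Each fragment is cloned into a reporter plasmid next to a promoter and tied to random DNA barcodes, and the barcodes are then counted in RNA and in the plasmid input. The assay used a subclone of INS-1 cells, a rat insulinoma line that secretes insulin and serves as a model of the pancreatic beta cell. The labels list 3 cDNA libraries from separate electroporations and 1 plasmid input library. Per the labels, cells were harvested 24 hours after each electroporation, and the primer for reverse transcription carried a molecular identifier of 6 bp.

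The authors made 4 constructs from 2 promoters, a piece of the insulin gene promoter (INS, human) and super core promoter 1 (SCP1, synthetic), with the fragment either before or after the promoter. Oligonucleotides of 3 sub-pools, for variants at enhancer states, promoter states or other chromatin states of beta cells, were amplified separately and pooled in proportion to their numbers. The vector was cut with KpnI for upstream and with EcoRV for downstream insertion. Barcodes of 16 bp were then inserted at a PmeI site of the plasmids that already held a fragment.

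The deposited files were a design table with a line per fragment, a pairing table with a line per barcode and construct, and a count table with a line per barcode. Coordinates and sequences of the design table were taken by the authors from the human genome build hg19. The design table also gave the squared correlation of each variant with its signal variant, a fraction computed by the authors. For the pairing table the authors clustered barcodes with starcode, aligned the fragment reads with bwa, looked for synthesis errors with freebayes, filtered on mapping quality and depth and removed duplicated barcodes. For the count table they used cutadapt, UMI-tools and starcode. The filter values of the pairing step are not given in the sources used here.

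The count table had no header line, and none of its 4 columns of numbers could be tied to a cDNA library or to the input by name. These 4 columns were not used. RNA to DNA activity, promoter and position effects on activity, their interaction, allelic effects on activity, replicate agreement and associations of activity with annotations were therefore not analysed here, although tests for them had been set beforehand. From the count table only the barcode sequences were taken, to tell which paired barcodes were listed there. The total count of each library, and so its sequencing depth, is unknown here. The comparisons below concern the sequence content of the library and the representation of its fragments by barcodes, which sets the precision of any activity measured with it. No comparison between the groups of samples was made.

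Fragment sequences were taken from the synthesized sequence after removal of the 16-bp anchors. A barcode was assigned to a fragment and construct as in the pairing table. A fragment was called represented in a construct with more than 2 barcodes, the barcode part of the rule of the study, and the minimum on input counts was not applied. Each construct was 1 plasmid library, so differences between constructs had no replicate check and no test was made of them. Shares are given with 95% Wilson binomial intervals, which cover counting error only. Ratios of mean barcodes per fragment are given with 95% intervals from 1000 resamplings of loci, where variants less than 250 kb apart were joined into 1 locus, and these intervals cover the spread between loci, not between repeated clonings. For the ratios matched on restriction sites 200 resamplings were drawn. Reference and alternative alleles, and the offsets of the variant, were compared by a two-sided permutation test with 100000 sign flips of the difference summed per locus, and the p-values were adjusted over 12 comparisons by the method of Benjamini and Hochberg.

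Sequence motifs were scanned on both strands with textbook consensus sequences written before the scan but after the design table had been opened. The scan covered 22 motifs, with up to 2 mismatches allowed for HNF1, up to 3 for MAFA and RFX, up to 1 for NRF1 and none for the others. The share of variants whose centred reference fragment held a motif was compared between chromatin classes in a linear model with standard errors clustered by locus. Motifs found in at least 50 fragments of the 2 classes compared were tested. This minimum was in the rules set for annotations before the data were examined, but it was applied to motifs only after a first scan without it had been seen, and it left ETS and NRF1 in the promoter class untested. The p-values were adjusted over both classes by the method of Benjamini and Hochberg, with a threshold of 0.05. The test was tested on simulated data with locus effects. At a base share of 2% with no class difference, 3.5% of simulated promoter comparisons (9727 variants) and 4% of enhancer comparisons (12294 variants) had a p-value under 0.05. A true difference of 2 percentage points gave a p-value under 0.05 in 87% and 100% of them. Smaller true differences were not simulated, so the power to find them is unknown. The enhancer-class share of each trait was compared with that of the other traits in the same model, with adjustment over 8 traits and no minimum number of loci. This trait comparison was taken out after its results had been seen and then put back for all 8 traits as first run. Fragments that held a restriction site were compared with fragments of the same class and of the same GC content, in steps of 2 percentage points, that did not hold it.

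The rule for naming items, also set beforehand, named fragments by their activity test, which could not be applied, and in addition every fragment of rs1635852 and rs11819995, the variants that the study followed up. All other fragments are described as groups, and all motifs and enzymes were fixed lists. Alternatives used barcodes listed in the count table only, left out barcodes paired in more than 1 construct, other minimum numbers of barcodes, single offsets, no 3-allele sites, no minimum number of fragments per motif, all fragments in place of centred ones, loci of 1 Mb, GC content as a covariate and other numbers of HNF1 mismatches. Computations used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9.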

Results

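The library covered 13226 variants in linkage disequilibrium with 696 signal positions for type 2 diabetes, glycaemic traits and autoimmune diseases, and these fell into 437 loci. The design numbered 13230 sites within its chromatin classes, slightly more than the variants, and counts of variants per class below are counts of sites. Each site was represented by 6 fragments, from 2 alleles and 3 offsets of the variant, for a total of 79380 fragments. The variant lay at base 99 in centred fragments, at base 50 in left-offset fragments and at base 149 in right-offset fragments, counted from 1 at the first base after the anchor. Of all fragments, 79200 were 198 bp long. The squared correlation with the signal variant had a median of 0.933 and a lowest value of 0.80. The labels listed 3 cDNA libraries and 1 plasmid input library from a rat insulinoma line. Their counts were not used here, and the results concern the fragments, their sequences and the plasmid barcodes that report on them.

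Type 2 diabetes accounted for 6181 of the 13230 designed sites (46.7%). Glycated haemoglobin, a long-term measure of blood glucose, accounted for 2628 sites (19.9%), and fasting glucose adjusted for body mass index accounted for 1757 (13.3%). Type 1 diabetes (1038 sites), fasting insulin (874), rheumatoid arthritis (499), systemic lupus erythematosus (389) and glucose at 2 hours (96) made up the rest, with fasting insulin and glucose at 2 hours also adjusted for body mass index, and 162 sites were assigned to more than 1 trait. The share of sites in the enhancer class was 45.8% for glucose at 2 hours (95% interval 29.2 to 69.4 over 15 loci), 36.1% for fasting glucose (30.7 to 43.1 over 83 loci), 34.0% for fasting insulin (26.2 to 43.1 over 46 loci) and 27.9% for type 2 diabetes (24.3 to 31.9 over 264 loci). It was 23.0% for glycated haemoglobin (14.9 to 35.4 over 86 loci), 21.3% for type 1 diabetes (14.1 to 31.2 over 48 loci) and 16.2% for rheumatoid arthritis (6.52 to 31 over 20 loci). Each of the 8 traits was compared with the sites of all other traits in the locus-clustered model, with Benjamini-Hochberg adjustment over the traits. Fasting glucose had a share 11.1 percentage points above the rest (SE 3.89, adjusted p = 0.0168, n = 13230 sites). Systemic lupus erythematosus had a share of 10.3%, a difference of -16.7 points (SE 2.47, adjusted p = 1.16e-10, n = 13230 sites), but its sites came from only 8 loci, too few for a clustered error to be relied on. The differences of the other 6 traits did not pass (glucose at 2 hours 19.5, fasting insulin 8.03, type 2 diabetes 2.59, glycated haemoglobin -4.36, type 1 diabetes -5.63 and rheumatoid arthritis -10.6 points, adjusted p of 0.150 to 0.431, n = 13230 sites).

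The chromatin classes differed in base composition. Enhancer-class sites numbered 3503 (26.5%), promoter-class sites 936 (7.07%) and sites of other states 8791 (66.4%). Median GC content of the centred reference fragments was 51.0% in the promoter class (interquartile range 42.4 to 60.6), 43.9% in the enhancer class (37.4 to 51.0) and 41.4% in the other class (34.8 to 49). The median ratio of observed to expected CpG dinucleotides, which are depleted from most of the human genome outside CpG islands, was 0.366 in the promoter class, 0.205 in the enhancer class and 0.198 in the other class.

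The question behind the next comparison was which transcription factor motifs distinguished the fragments of the classes. In the promoter class, 80 of 936 variants (8.55%) had a GC box, the site of SP and KLF factors, in the centred fragment, against 75 of 8791 (0.853%) in the other class, a difference of 7.69 percentage points (SE 1.27, adjusted p = 3.93e-08, n = 9727 variants, in the locus-clustered model with Benjamini-Hochberg adjustment). NFKB/REL matches were found for 8.44% of promoter-class variants against 2.46% (n = 9727, difference 5.98, SE 1.14, adjusted p = 2.08e-06), and the E-box of MYC and USF factors for 3.74% against 1.74% (difference 2.00, SE 0.714, adjusted p = 0.0238). Sites of homeodomain factors of the beta cell (PDX1 and NKX6.1) were less frequent in the promoter class, at 1.18% against 2.78% (adjusted p = 0.000388), as were those of GATA factors (1.6% against 2.83%, adjusted p = 0.0171) and SOX factors (1.6% against 2.74%, adjusted p = 0.0238, n = 9727 for each). Of these 6 promoter-class differences, those for the E-box, PDX1 and NKX6.1, GATA and SOX did not pass once GC content was a covariate. In the enhancer class, matches to NEUROD1, a basic helix-loop-helix factor of endocrine cells, were more frequent than in the other class, at 3.88% against 2.54% (difference 1.35, SE 0.437, adjusted p = 0.0155, n = 12294). NFKB/REL matches were found for 3.40% of enhancer-class variants (difference 0.94, SE 0.353, adjusted p = 0.0287, n = 12294).

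Of the 15 motifs tested in each class, 2 were higher in the enhancer class and 13 did not pass, and in the promoter class 3 were higher, 3 were lower and 9 did not pass. FOXA matches were found in 3.28% of enhancer-class fragments and 2.56% of other fragments (adjusted p = 0.190), and AP-1 matches in 3.85% and 3.11% (adjusted p = 0.190, n = 12294 for both). NFY, MAFA, RFX, SRF and MEF2 did not pass in either class. The remaining 7 motifs were too rare to test, among them ETS, with 8 matches among 936 promoter-class and 9 among 8791 other fragments, and NRF1, with 10 and 5. Without the minimum number of matches, NRF1 passed in the promoter class (1.01 percentage points, adjusted p = 0.0332, n = 9727 variants) and ETS did not (0.752, unadjusted p = 0.0213, adjusted p = 0.0834). Over all fragments both passed, with differences of 1.05 for NRF1 (adjusted p = 0.0183) and 0.828 for ETS (adjusted p = 0.0208, n = 58362 fragments). NEUROD1 in the promoter class (4.59% against 2.54%, difference 2.06, adjusted p = 0.0511, n = 9727) did not pass, but it passed over all fragments, with loci of 1 Mb and with GC content as a covariate (adjusted p of 0.0231, 0.0475 and 0.0459). With GC content as a covariate, the differences for SP/KLF (3.45 percentage points, adjusted p = 0.000977, n = 9727), promoter-class NFKB/REL (3.17, adjusted p = 0.0162) and enhancer-class NEUROD1 (1.18, adjusted p = 0.0336, n = 12294) passed the test, and so did promoter-class NEUROD1 (2.23, adjusted p = 0.0459) and enhancer-class FOXA (1.02, adjusted p = 0.0459), which had not passed without it. MAFA was then lower in the enhancer class (-2.63, adjusted p = 0.00515, n = 12294) and in the promoter class (-4.38, adjusted p = 0.0230, n = 9727). MAFA matches allowed up to 3 mismatches and were found in 10.0% of other-class fragments, and no stricter rule was run for them. The differences with GC content for the E-box (0.40), PDX1 and NKX6.1 (-0.28), SOX (-0.50) and enhancer-class NFKB/REL (0.44) did not pass. That for GATA turned to 0.097.

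HNF1 factors are homeodomain regulators of pancreas and liver genes, and their motif was a focus of the study. With up to 2 mismatches, HNF1 matches were found in 44 of 3503 enhancer-class variants (1.26%), 5 of 936 promoter-class variants (0.534%) and 85 of 8791 other variants (0.967%). Neither the enhancer-class difference (0.289 percentage points, SE 0.237, adjusted p = 0.334, n = 12294) nor the promoter-class difference (-0.433, SE 0.265, adjusted p = 0.238, n = 9727) passed the test. The rule missed the HNF1 motif that the study called near rs11819995, so these shares leave out some sites the study would count. The values changed with the rule for a match and with GC content in the model. With up to 1 mismatch, matches were found in 8 of 3503 enhancer-class (0.228%), 0 of 936 promoter-class and 8 of 8791 other variants (0.091%), too few to test. With up to 3 mismatches the enhancer-class difference was -1.52 (adjusted p = 0.111, n = 12294) and the promoter-class difference -5.61 (adjusted p = 1.97e-08, n = 9727), which passed. With up to 2 mismatches and GC content as a covariate, the differences were 0.493 (adjusted p = 0.134, n = 12294) and 0.055 (adjusted p = 0.877, n = 9727). The differences with up to 3 mismatches were not adjusted for GC content. Its median was 51.0% in the promoter class and 41.4% in the other class. Among 13172 sites with 2 alleles, 131 had an HNF1 match with both alleles of the centred fragment, 3 with the reference allele only and 3 with the alternative allele only. MAFA matches depended on the allele at 35 sites in favour of the reference and at 31 in favour of the alternative base, E-box matches at 20 and 28 sites, and SP/KLF matches at 16 sites and 1 site.

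The pairing table linked 1929271 distinct barcodes to fragments in 1930654 pairs. Of the 79380 fragments, 76056 (95.8%) had at least 1 barcode in some construct and 3324 had none. The representation differed between constructs. With the INS promoter, downstream fragments had 8.13 barcodes on average and upstream fragments had 3.81, a ratio of 2.13 (95% interval 2.09 to 2.17). With SCP1, the means were 6.72 downstream and 5.67 upstream, a ratio of 1.18 (1.17 to 1.2). The 2 promoters differed in opposite directions at the 2 positions, with an INS to SCP1 ratio of 0.672 (0.666 to 0.677) upstream and 1.21 (1.19 to 1.23) downstream. More than 2 barcodes were found for 68.2% of fragments in the downstream INS construct (95% Wilson interval 67.8 to 68.5), 61.2% in downstream SCP1 (60.9 to 61.6), 57.3% in upstream SCP1 (57.0 to 57.7) and 50.5% in upstream INS (50.1 to 50.8). Each construct was a single plasmid library, so these differences have no replicate check. The numbers are of barcodes that passed the pairing step. The study states that pairing was limited, largely by the long distance between fragment and barcode in the upstream constructs, together with conservative filtering. A loss at pairing cannot be separated here from a difference between the plasmid libraries.

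**Figure D1:**
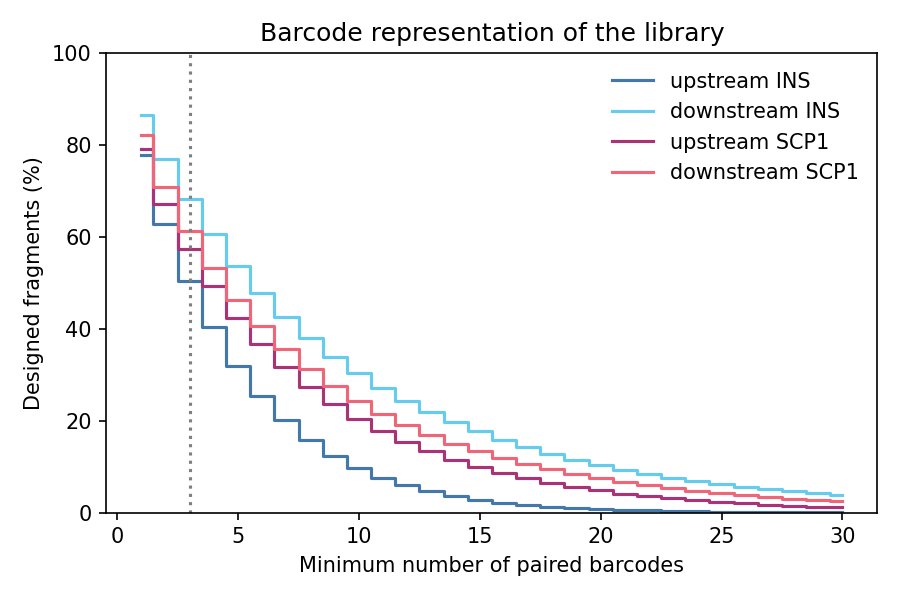
Share of the 79380 designed fragments (%, vertical axis) with at least the number of paired barcodes on the horizontal axis, with 1 line per construct and a dotted line at 3 barcodes. At 3 barcodes the downstream INS line stood highest (68.2%) and the upstream INS line lowest (50.5%).

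Paired barcodes were also listed in the count table to different extents. The listed share was 79.3% in downstream SCP1 (79.2 to 79.4), 76.9% in upstream SCP1 (76.8 to 77.1), 76.5% in downstream INS (76.4 to 76.6) and 71.1% in upstream INS (71.0 to 71.3). With listed barcodes only, the downstream to upstream ratio with the INS promoter was 2.29. Conversely, of the 3215489 barcodes in the count table, 1476502 (45.9%) were paired to a fragment. Barcode numbers of a fragment were correlated across fragments between the constructs. Spearman's rho was 0.776 between the downstream constructs and 0.699 between the upstream constructs, and 0.561 to 0.638 between an upstream and a downstream construct. These correlations are across fragments, which are not independent replicates.

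The chromatin classes were represented differently in the upstream and downstream constructs, each of which was cloned once, so position cannot be separated from library preparation. In the upstream constructs, enhancer-class fragments had more barcodes than fragments of other states, with ratios of 1.18 (95% interval 1.14 to 1.21) for INS and 1.32 (1.27 to 1.37) for SCP1. In the downstream constructs they had fewer, with ratios of 0.852 (0.825 to 0.882) for INS and 0.901 (0.862 to 0.938) for SCP1. Over all GC contents together, promoter-class fragments had more barcodes than other fragments, least clearly in downstream INS. The ratio was 1.56 (1.44 to 1.67) in upstream SCP1, 1.26 (1.16 to 1.34) in downstream SCP1, 1.19 (1.11 to 1.26) in upstream INS and 1.08 (1.01 to 1.15) in downstream INS. The downstream INS interval included 1 with listed barcodes only (1.06, 0.982 to 1.13), in centred fragments (1.06, 0.968 to 1.15) and in left-offset fragments (1.08, 0.991 to 1.16). The order also turned at high GC content. At 60 to 70% GC, promoter-class and other fragments had 3.20 and 3.57 barcodes in upstream INS and 6.26 and 8.05 in downstream INS. They had 6.81 and 8.16 in downstream SCP1 and, without a turn, 5.57 and 5.16 in upstream SCP1. In downstream INS they had 11.03 and 11.85 at 50 to 60%, against 9.70 and 6.81 at 30 to 40%. At 50 to 60% the means were nearly equal in downstream SCP1 (10.79 and 10.90) and upstream INS (5.179 and 5.185). Upstream SCP1 had no turn there (9.62 and 7.36). Enhancer-class fragments, 26.5% of the design, took 31.1% of the barcodes in upstream SCP1 and 23.3% in downstream INS.

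**Figure D2:**
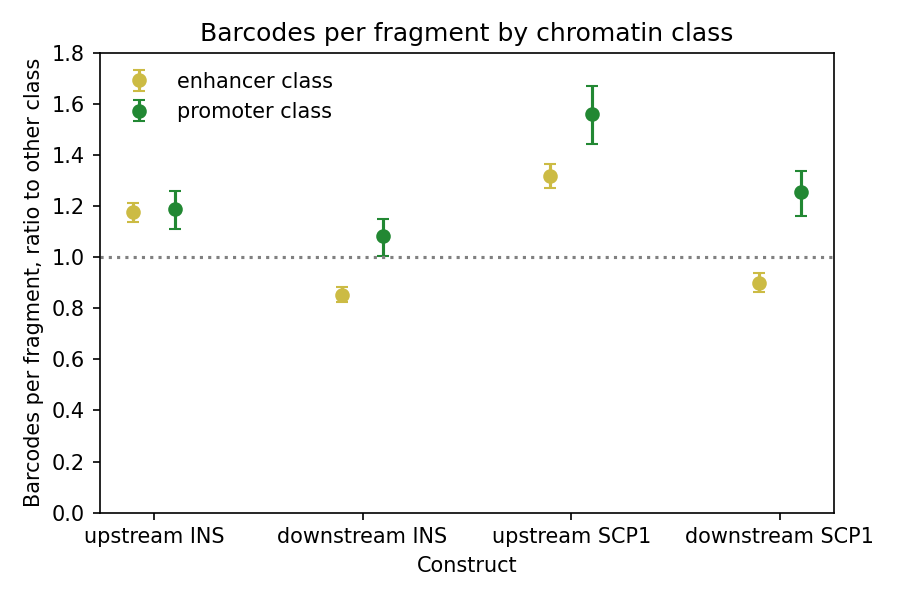
Mean barcodes per fragment of the enhancer and promoter classes divided by that of the other class (vertical axis) in each construct (horizontal axis), with bars for the 95% interval over loci and a dotted line at 1. Enhancer-class points lay above 1 in the upstream constructs (1.18 and 1.32) and below 1 in the downstream constructs (0.852 and 0.901).

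Barcode number rose and then fell with GC content. Across fragments, Spearman's rho between GC content and barcodes was 0.199 to 0.301 within the enhancer class and 0.241 to 0.345 within the other class over the 4 constructs, and -0.260 to -0.177 within the promoter class, which holds more GC-rich fragments. In GC bands of 10 percentage points, other-class fragments rose from 11.6 barcodes over all constructs at 20 to 30% GC to 35.3 at 50 to 60%, and had 24.9 at 60 to 70%. Enhancer-class fragments rose from 12.1 to 32.0 and then had 23.4 in the same bands. Promoter-class fragments had 30 barcodes at 30 to 40% GC, 36.9 at 40 to 50%, 36.6 at 50 to 60% and 21.8 at 60 to 70%. The 420 promoter-class fragments at 70 to 80% GC had 2.31 barcodes over the 4 constructs together.

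Alleles and offsets were represented nearly evenly. The ratio of alternative to reference barcodes was 0.981 (0.972 to 0.991) in upstream INS, with an adjusted p of 0.00396 by the permutation test over loci, and 0.996 to 1.00 in the other constructs, none of which passed (adjusted p of 0.80 to 0.996). Right-offset fragments of downstream SCP1 had 1.03 times the barcodes of centred fragments (1.01 to 1.06, adjusted p = 0.0209 by the permutation test), and the other 7 offset comparisons did not pass. Both called differences lost significance without the 58 sites that have 3 alleles. The upstream INS ratio was then 0.989 (adjusted p = 0.147) and the right-offset ratio 1.03 (adjusted p = 0.0534) by the same permutation test.

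Those 58 sites had a different sequence at the variant. In all 174 of their alternative fragments both alternative bases followed each other in the synthesized sequence, which made the fragment 199 bp long. These fragments had 25 barcodes in downstream INS, against 2123 for the reference fragments of the same sites, a ratio of 0.0118 (0.00617 to 0.0211). The other constructs had 17 against 1856 (downstream SCP1), 7 against 1406 (upstream SCP1) and 4 against 1284 (upstream INS).

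Fragments that held the recognition sequence of PmeI (GTTTAAAC), the enzyme used to insert barcodes, were nearly lost from each construct. The 235 such fragments had 0.26 to 0.536 barcodes per construct on average, and 88 of them had none in any construct. Relative to fragments of the same class and GC content without the sequence, the ratio was 0.0737 (0.0528 to 0.0953) in upstream INS, 0.0732 (0.0499 to 0.0949) in downstream INS, 0.0681 (0.0502 to 0.0853) in upstream SCP1 and 0.092 (0.0576 to 0.122) in downstream SCP1. The 5998 fragments with a sequence that differed from the PmeI site by 1 base had ratios of 0.981 to 1.00. Ratios for KpnI (1559 fragments, 0.967 to 1.05), EcoRV (1852 fragments, 1.05 to 1.1) and EcoRI (3826 fragments, 1.07 to 1.1) lay near 1.

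**Figure D3:**
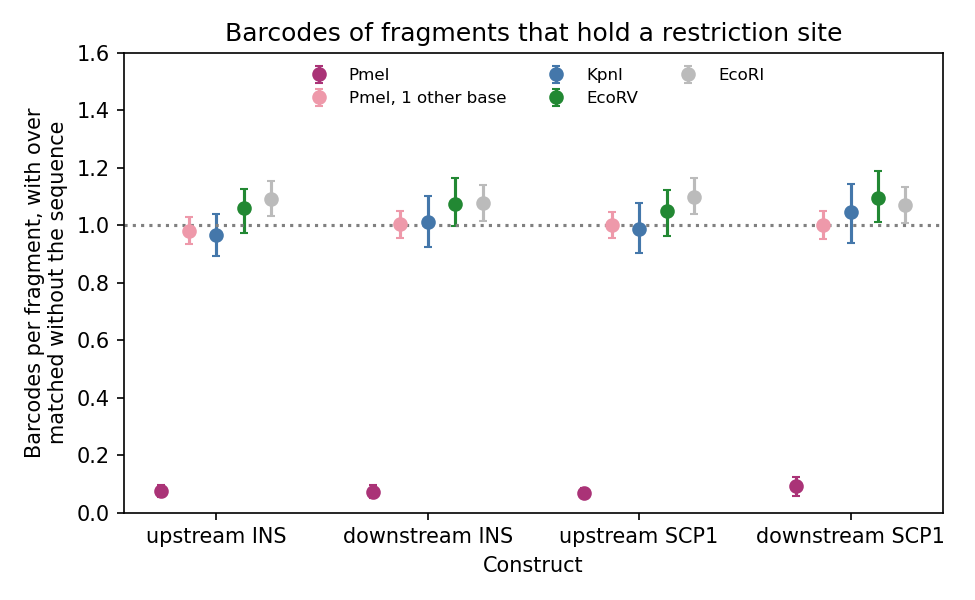
Mean barcodes of fragments that hold a restriction site divided by that of fragments of the same class and GC content without it (vertical axis) in each construct (horizontal axis), with bars for the 95% interval over loci and a dotted line at 1. PmeI points lay between 0.0681 and 0.092, whereas the points of the other sequences lay between 0.967 and 1.1.

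A comparison of the 4 constructs on the same fragment needs barcodes in each of them. More than 2 barcodes in all 4 constructs were found for 27206 fragments (34.3%), which covered 9658 variants and 653 signal positions. If the constructs had been independent, 9588 fragments would have met the rule. Upstream INS was most often the missing construct, since 6457 fragments met the rule in the other constructs only, against 1330 for downstream INS, 2778 for upstream SCP1 and 2853 for downstream SCP1. Both alleles at the same offset met the rule in 9967 pairs of fragments, from 6723 variants, and all 3 offsets in 1994 sites. With listed barcodes only, 20689 fragments (26.1%) met the rule.

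The set found in all constructs differed in composition from the design. Enhancer-class fragments made up 29.6% of it (95% Wilson interval 29.0 to 30.1), against 26.5% of the designed fragments. Promoter-class fragments made up 8.29% (7.97 to 8.63) against 7.07%, and other fragments 62.1% (61.6 to 62.7) against 66.4%. Of the designed fragments, 40.2% in the promoter class, 38.3% in the enhancer class and 32.1% in the other class were retained. Fragments with an HNF1 match made up 0.973% of the design and 0.783% of the retained set (213 fragments). FOXA matches went from 2.69% to 2.25% and PDX1 and NKX6.1 matches from 2.5% to 1.98%, whereas MAFA matches went from 9.69% to 12.7% and AP-1 matches from 3.31% to 3.84%. These changes were not tested, and they were not separated from GC content. The retained fragments had a median GC content of 47.0%. The medians of the designed centred reference fragments were 41.4% in the other class, 43.9% in the enhancer class and 51.0% in the promoter class.

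The variants that the study followed up are given as examples and were chosen by the study. The variant rs1635852 lies on chromosome 7 at position 28189411 (hg19) and was in the enhancer class. The study places it in an intron of JAZF1, a regulator of transcription in beta cells. Its centred fragment spans positions 28189313 to 28189510, and its alleles differ by T99C. The best HNF1 match started at base 87 of this fragment, with 3 mismatches for the reference allele (ATTACTGATTAAT) and 2 for the alternative allele (ATTACTGATTAAC), so only the alternative allele met the rule for a match. The reference centred fragment had 2, 3, 5 and 11 barcodes and the alternative had 6, 9, 8 and 4 in upstream INS, downstream INS, upstream SCP1 and downstream SCP1. The right-offset fragments (28189263 to 28189460) were best covered, with 10 to 32 barcodes for the reference and 11 to 24 for the alternative allele per construct. The left-offset fragments (28189362 to 28189559) had 2 to 9 and 1 to 4. In total 3 of the 6 fragments had more than 2 barcodes in all constructs.

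The variant rs11819995 lies on chromosome 11 at position 128389391 and was in the promoter class. The study places it in an intron of ETS1, which encodes a transcription factor. Its alleles differ by C99T in the centred fragment (128389293 to 128389490). The best HNF1 match of that fragment (GTTAAACTTTAAA) started at base 110 and did not include the variant. It had 3 mismatches with both alleles, so it did not meet the rule for a match used here. The study's own motif scan called an HNF1 motif at this sequence. It reports that deleting the motif lowered activity with both alleles in a follow-up assay. The rule used here thus missed a site for which the study reports an effect. The centred reference fragment had 1 barcode in upstream INS, 7 in downstream INS, 2 in upstream SCP1 and 17 in downstream SCP1, and the alternative had 4, 9, 1 and 7. The right-offset fragments (128389243 to 128389440) had 6 to 26 barcodes per construct for the reference and 22 to 40 for the alternative allele. The left-offset fragments (128389342 to 128389539) had 2 to 8 and 0 to 17. In total 2 of the 6 fragments had more than 2 barcodes in all constructs.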

Values the study reported

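The study described a library of 13,226 targets in high linkage disequilibrium with 696 signals. It gave a mean of about 20 barcodes per fragment. With a minimum of 10 input counts and more than 2 barcodes in each configuration, it kept 11,656 fragments, which stood for 6,172 sites and 600 signals. In that set it gave shares of 31% enhancers, 9% promoters and 60% other annotations, against 26%, 7% and 66% in the full library.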

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

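The tests in this part were chosen after the class shares per construct had been seen. The ratio of enhancer-class to other-class barcodes was 1.44 times higher in the upstream than in the downstream constructs (95% interval over loci 1.41 to 1.47), and that of promoter-class to other-class barcodes was 1.21 times higher (1.18 to 1.25). These values stood out because the effect of class went in different directions at the 2 positions for enhancers and differed in size for promoters. Each construct was cloned once, so the interval does not cover a repeated cloning. GC content of the fragments was argued against as the whole cause by the enhancer quotient within the 5 GC quintiles, at lowest 1.27 (1.19 to 1.35) and 1.46 to 1.51 in the others. Unequal mixing or cloning of the 3 sub-pools as wholes stays open, since each construct was cloned once, and it predicts a like quotient at every GC content, where the quintiles differed by up to 1.19 times and the interval of the lowest-GC quintile alone lay apart from the others. Quotients were 1.42 to 1.47 over offsets and 1.43 to 1.45 over alleles, but these split the same sites and decide nothing. No biological explanation was tested, and uneven growth of the plasmids in bacteria was not tested either. Loss at the pairing step, which the study describes mainly for the upstream constructs, was also not tested as a cause.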

How the results depend on the processing

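No paired analysis was possible because the columns of the count table carry no replicate. For the same reason none of the alternatives set before the data were examined was run, and those given here were chosen after seeing the data. Of 266 alternative values for 88 results, 220 kept their direction and their side of the threshold, stayed within their interval or, for counts, stayed within 1.5 times. Some alternatives could move little, so this count overstates stability. Barcodes shared between constructs were 0.0716% of all. Loci of 1 Mb and no minimum number of fragments left the motif differences themselves unchanged. The GC quintiles of the class quotients were not counted. The lowest enhancer quotient among them, 1.27, lay outside the main interval of 1.41 to 1.47. With listed barcodes only, the downstream to upstream ratio was 2.29 for INS and 1.22 for SCP1, the INS to SCP1 ratio was 0.621 upstream and 1.17 downstream, and the promoter quotient was 1.26. In the INS constructs alone the enhancer and promoter quotients were 1.38 and 1.1. Fragments found in all 4 constructs numbered 48248 with at least 1 barcode and 16617 with at least 5. Their enhancer share was then 28.1% and 30.5%, their promoter share 7.51% and 9.12% and their other share 64.4% and 60.4%, and 30.4%, 8.76% and 60.9% with listed barcodes. Without 3-allele sites, the alternative to reference ratio was 0.989 in upstream INS, no longer past the threshold, and turned to 1.004 in downstream INS and 1.002 in downstream SCP1, and the right-offset ratio in downstream SCP1 was 1.031, no longer past the threshold. With listed barcodes, the upstream SCP1 ratios turned to 0.9985 for alleles and 1.0008 for the left offset. None of these turned values passed the test. For motifs, the number higher in the promoter class was 6 over all fragments, and with GC as a covariate 1 was lower in the enhancer class and 1 in the promoter class, in both MAFA. With GC as a covariate the promoter-class differences turned for FOXA (0.30), GATA (0.097), HNF1 (0.055), MAFA (-4.38), NFY (0.052), RFX (-0.12) and SRF (0.14), and the enhancer-class difference turned for SOX (0.14). HNF1 with 3 mismatches, without GC as a covariate, gave -1.52 in the enhancer class and -5.61 in the promoter class, the latter past the threshold. The cause of these changes was not tested, except that GC content was the covariate. The depth of the count libraries is unknown here.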

Other observations

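The tests of the 3-allele sites, the shuffling of shared barcodes and the comparison of allele pairs at PmeI sites were chosen after the barcode numbers had been seen, whereas the other tests of the PmeI site were set before. Barcodes shared between constructs were rare, at 1381 of 1929271 barcodes (0.0716%), but unevenly spread. Of the 565 barcodes shared by the upstream INS and upstream SCP1 constructs, 438 (77.5%) were paired to the same fragment in both. The downstream SCP1 construct shared no same-fragment barcode with either upstream construct, out of 95 and 141 shared barcodes. Over all pairs of constructs 513 shared barcodes had the same fragment, against at most 1 in 1000 shufflings of the fragments within each construct.

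Fragments with a PmeI site had few barcodes in each construct. Low GC content was argued against by ratios to fragments of the same class and GC content as low as 0.0681. A loss common to all restriction sites used in cloning was argued against by fragments with KpnI or EcoRV sites. Their lowest matched ratio was 0.967 (0.892 to 1.04), for KpnI in upstream INS. KpnI and EcoRV cut the vector before a fragment was inserted, so these ratios do not show what cutting of an inserted fragment would do. Cutting at the site during barcoding remains a likely explanation, since the matched ratio was at most 0.092 and sequences with 1 other base had ratios near 1. In 15 pairs of alleles where only 1 allele held the site, that allele had 10 barcodes and the other 282, with fewer in 13 pairs and more in none.

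Alternative fragments of sites with 3 alleles, which hold both alternative bases in a row, had almost no barcodes. The reference fragments of the same sites had 1.32 to 1.79 times the barcodes of reference fragments of the same class and GC content elsewhere. This argued against the sequence content that the alleles of a site share, which would leave the reference fragments with few barcodes too, and crediting of the barcodes to the reference fragment may contribute. The lowest ratio, 1.32 (1.06 to 1.51) in upstream SCP1, neither reached the level set for this explanation nor excluded it. No biological explanation was tested for either pattern.

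In the design table the column of sequences without anchors held the reference base for all 39690 alternative fragments, with 39653 distinct sequences, whereas the full sequences held the alternative base in 39513 of them (99.6%). The mean number of barcodes per fragment here was 3.81 to 8.13 within a construct and 24.3 over the 4 constructs together. The mean quoted from the study above is given there with the number of clones, not of filtered pairs, so these values are not comparable with it. The fragments found in all constructs numbered 27206 here without a minimum on input counts, so this count is not comparable with that of the study.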
